A study of Mus musculus with 8 samples. Its data were reported in "The aryl hydrocarbon receptor contributes to tissue adaptation of intestinal eosinophils in mice" (2022).

How the data were processed

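RNA was sequenced from eosinophils sorted from the bone marrow and from the small intestine of female mice, with 4 libraries per tissue. Eosinophils are granulocytes that form in the bone marrow and settle in tissues such as the intestinal wall. According to the methods of the study, intestinal cells were released by warm enzymatic digestion after the epithelium had been stripped off, and were enriched on magnetic beads against CD11b before sorting. Bone marrow was flushed from the bone and sorted with neither digestion nor beads, so tissue and handling changed together. The sort gates differed too: intestinal cells were negative for MHC-II, and bone marrow cells for Ly6G and Ly6C. Libraries were made from amplified cDNA and read from a single end.

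The authors aligned the reads to the mouse genome build GRCm38, counted them per gene with a public pipeline, and transformed the counts with the variance stabilisation of DESeq2. The values deposited by the authors are on a log2-like scale, where a step of 1 is close to a doubling for well-covered genes and less than a doubling for genes with few reads. The aligner, the strand setting and the treatment of reads that match several genes are not given in the sources used here. Genes with near-identical copies, such as the eosinophil-associated ribonucleases and the alpha-defensins, could therefore share reads, and their values are uncertain. The column names of the table gave each library's tissue but did not match single samples, so libraries are named by their columns (BM_1, BM_3, BM_4 and BM_5 for bone marrow; SI_6, SI_7, SI_10 and SI_11 for small intestine). All 38392 gene identifiers were found in the GENCODE M21 annotation of the same build, 38000 with the same symbol, and coordinates were taken from it. No gene was constant over the 8 libraries, and every gene had at least 1 read in all.

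The deposited values shared a lowest value of 0.92971568, and the closed form of the transformation could be inverted from it. Multiplied by a size factor per library, between 0.721 and 1.53, the inverted values were whole reads within a tolerance of 0.05 for 100% of the genes in each library, with a largest deviation of 0.00628 reads. Size factors computed anew from these reads as medians of ratios differed from the inverted ones by at most 0.00306. The recovered totals were 18169078 reads for BM_1, 21289164 for BM_3, 13404063 for BM_4, 13648765 for BM_5, 13914044 for SI_10, 14521229 for SI_11, 14239849 for SI_6 and 11508002 for SI_7. These are reads assigned to genes, and the depth limits precision chiefly for the 22177 genes with a mean under 10 reads. A normalised count below is a recovered read count divided by the size factor of its library. No pair of libraries within a tissue agreed within counting noise, as 1 library deposited more than once would. This says nothing else about their origin, and each was counted as a replicate because the labels list separate samples.

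Genes were compared between tissues with limma 3.58.1 in R 4.3.3 on the deposited values of all 8 libraries, with a constant prior, no covariate and no filter. Adjusted p-values are 2-sided limma values after Benjamini-Hochberg adjustment over 38392 genes, with a threshold of 0.05. Differences are small intestine minus bone marrow on the deposited log2 scale, with limma's standard error (SE). The authors fitted a count model with DESeq2. Since the deposited unit is log2, limma took its place, and limma voom on the recovered reads was an alternative. Principal components were taken from the 500 genes with the highest variance, centred and not scaled. Gene sets were 36 lists fixed before the data were examined, either families defined by symbol or lists of transcripts abundant in a cell type. The 32 with at least 5 members in the table were tested with fgsea 1.28.0 on genes ranked by the difference, and adjusted over the 32 sets. Differences between tissues in a single value per library were tested with exact 2-sided permutation tests over the 70 assignments of 8 libraries to groups of 4, which cannot give a p-value below 0.0286. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

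The genes named were fixed by a rule before the data were examined: genes that the study names for this comparison, granule protein and Fos/Jun genes, the 5 largest rises and 5 largest falls among called genes whose groups did not overlap, the 5 genes with the highest mean in each tissue, the extreme members of each list with the 3 most abundant members of each cell type list, Xist and Y-linked genes, and Siglecf and Ccr3. Predicted genes, RIKEN clones and pseudogenes were left out of the rises and falls, as were, by a narrowing of the rule made in the analysis, clone-based symbols. Il5ra, Gata1, Ly6c2 and Gm47283 were chosen after their values were seen. Ddx3y and Eif2s3y were not analysed here, and 1 of the 5 largest rises is not reported here.

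The gene test was tested on simulated data, in which reads were drawn for small intestine against bone marrow with 4 libraries each and 200 of 37142 genes were changed. limma on stabilised values recovered 79.5% of the changed genes and called 58 unchanged ones, 56 of them with a mean under 10 reads. A prior with an intensity trend recovered 92.0% with 31 false calls, and voom recovered 89.5% with 34. False calls made up 26.7% of all calls with the main test, 14.4% with the trend and 16.0% with voom. Each share was above the adjusted p threshold, so none of these tests held its nominal error rate in the simulation. The data gave 13402 calls, far more than the genes changed in the simulation, and the false share among them was not measured. The alternatives tried were other priors, library weights, filters, normalisations between libraries, pseudocounts of 1 and 5, voom, a test against a difference of 1, other set tests and leaving out each library in turn.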

Results

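The series measured gene expression by RNA-seq in eosinophils sorted from mouse bone marrow and small intestine, with 4 libraries from each tissue. The comparison asked how the transcriptome of eosinophils resident in the intestine differs from that of eosinophils at their site of production. The libraries held between 11508002 and 21289164 reads in genes. Total reads did not differ detectably between the tissues (2-sided exact permutation test, n = 4 each, p = 0.286, and 0.286 adjusted over 6 library measures). The size factors did not overlap, at 1.045 to 1.533 in bone marrow and 0.721 to 0.916 in small intestine. A single read therefore had a higher value on the deposited scale in small intestine. Bone marrow libraries held reads for 23866 ± 5163 genes and small intestine libraries for 29524 ± 2796 (mean ± SD, n = 4 each; exact permutation p = 0.114, adjusted 0.137). After all libraries were thinned to 11508002 reads, these numbers were 22846 ± 5056 and 28888 ± 2796 (exact permutation p = 0.114, adjusted 0.137). Before thinning, BM_5 held reads for 30886 genes, and BM_1, BM_3 and BM_4 for 20274, 24592 and 19713. The lowest small intestine library, SI_11, held reads for 26624, so BM_5 alone made the tissues overlap. Mitochondrial and nuclear ribosomal RNA (mt-Rnr1, mt-Rnr2 and CT010467.1) took 21.1% ± 2.01 of the reads in bone marrow and 12.9% ± 3.93 in small intestine (exact permutation p = 0.0571, adjusted 0.137). Xist was high in all libraries, with 50474 ± 2052 normalised counts in bone marrow and 44254 ± 1968 in small intestine, and the Y-linked genes Uty and Kdm5d had at most 1 read in any library.

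Tissue separated the libraries along the first principal component, which held 95.7% of the variance of the 500 most variable genes. The second component held 2.07%. Over all genes the first component held 67.9%, the alternative that moved this share most. On the first component the nearest bone marrow and small intestine libraries were 129.6 units apart, while the bone marrow libraries spanned 19.5 units and the small intestine libraries 15.7. BM_5 lay closest to the small intestine among the bone marrow libraries. The median SD of a gene between replicates was 0.46 in bone marrow and 0.56 in small intestine on the log2 scale over all genes. Without BM_5 the bone marrow value was 0.18. Over the 16215 genes with a mean of at least 10 reads, a limit chosen after the data were seen, the medians were 0.23 and 0.31.

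**Figure D1:**
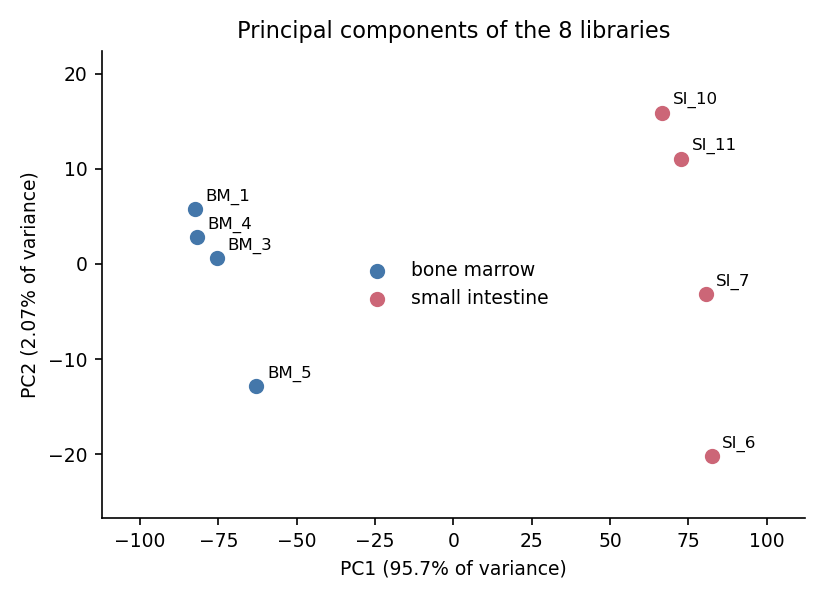
Each point is a library, placed by its scores on the first (x axis, 95.7% of variance) and second (y axis, 2.07%) principal components of the 500 most variable genes, in units of the deposited log2 scale. The bone marrow and small intestine libraries lie at opposite ends of the first component, with BM_5 set apart from the other bone marrow libraries on the second.

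Of 38392 genes, 13402 (34.9%) differed between the tissues at an adjusted p under 0.05 in limma, 8465 of them higher in small intestine and 4937 lower. The share of false calls among these genes may exceed the threshold, as it did with this test in the simulation. The groups of libraries did not overlap for 13151 genes (34.3%), against 2.86% by chance. Among the 20623 protein-coding genes, 5857 were higher and 4149 lower. The direction of the calls depended on scaling and depth. With each library centred on its median, only 28.0% of the calls were higher in small intestine, and with quantile normalisation 45.8%, against 63.2% with the authors' size factors. The median difference of all genes was 0.37 with the authors' size factors and -0.52 after median-centring. Genes with a mean under 10 reads gave 2862 higher and 307 lower calls, whereas genes with a mean of at least 10 gave 5603 higher and 4630 lower.

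A difference of over 100-fold on the deposited scale was reached by 175 genes that were higher in small intestine and 23 that were lower. The deposited scale compresses low values, and by the ratio of mean normalised counts, with a floor of 3 reads over the libraries of a tissue and added after the data were seen, these numbers were 355 and 25. The 4 largest rises were those of Cxcl2 (10.94 ± 0.21, difference ± SE), Rgs1 (10.92 ± 0.21), Adamdec1 (10.87 ± 0.20) and Ptgs2 (10.77 ± 0.24), with limma adjusted p-values between 1.01e-07 and 1.12e-07. Cxcl2 (ENSMUSG00000058427; GRCm38 chromosome 5, 90903871 to 90905938) had 31.3 ± 6.41 normalised counts in bone marrow and 68026 ± 8261 in small intestine (SD, n = 4 each). The largest falls were those of Elane (-9.88 ± 0.20), Mpo (-9.80 ± 0.20), Camp (-9.62 ± 0.22), Prtn3 (-9.61 ± 0.23) and Ngp (-9.52 ± 0.21), with limma adjusted p-values between 1.01e-07 and 1.46e-07. Mpo (ENSMUSG00000009350; chromosome 11, 87793581 to 87804413) had 149860 ± 19352 normalised counts in bone marrow and 164.5 ± 26.1 in small intestine. It was the fourth most abundant gene in bone marrow, after mt-Rnr2, CT010467.1 and mt-Rnr1. The most abundant genes in small intestine were mt-Rnr2, Malat1, CT010467.1, mt-Rnr1 and Thbs1.

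The aryl hydrocarbon receptor (AHR) is a transcription factor activated by dietary and microbial ligands. The study found its pathway enriched in intestinal eosinophils and therefore analysed it further. For all 6 genes of the pathway list, every small intestine library was higher than every bone marrow library. All 6 passed the limma threshold over all genes and 6 adjusted over the list alone, which is not independent evidence, since the study chose the list on these samples. Ahr (ENSMUSG00000019256; chromosome 12, 35497974 to 35535038) rose from 99.4 ± 22.2 to 30678 ± 4537 normalised counts, a difference of 8.23 ± 0.23 (limma adjusted p = 2.55e-07). Its repressor Ahrr (ENSMUSG00000021575; chromosome 13, 74211118 to 74292331) rose by 7.62 ± 0.69 (limma adjusted p = 6.19e-05), with a wide spread between bone marrow libraries. The target genes Cyp1b1, Nqo1 and Tiparp rose by 7.43 ± 0.36, 5.47 ± 0.20 and 4.96 ± 0.21. Cyp1a1 (ENSMUSG00000032315; chromosome 9, 57687928 to 57703824) was the lowest of the list, with 0.232 ± 0.465 normalised counts in bone marrow and 7.99 ± 7.16 in small intestine (difference 2.15 ± 0.43, limma adjusted p = 0.00434). The 3 interleukin 1 genes were also higher in small intestine. Il1a rose by 10.60 ± 0.23, Il1b by 10.49 ± 0.29 and Il1rn by 8.30 ± 0.22 (limma adjusted p between 1.06e-07 and 2.43e-07; 3 called over all genes and 3 adjusted over the list alone). Il1b was the fourteenth most abundant gene in small intestine, at 48174 ± 12712 normalised counts.

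**Figure D2:**
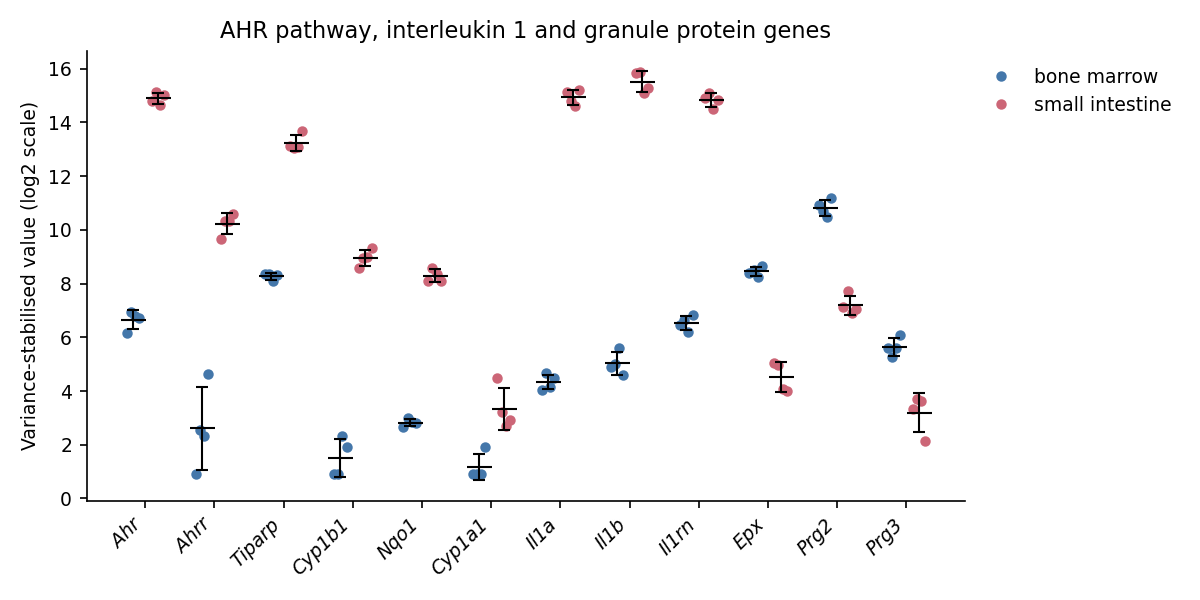
Points are libraries, horizontal marks are group means and bars are SD (n = 4 per tissue), and the y axis is the variance-stabilised value on a log2 scale. The AHR pathway and interleukin 1 genes lie higher in small intestine and the granule protein genes Epx, Prg2 and Prg3 higher in bone marrow.

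Granule protein transcripts were lower in small intestine. Epx (ENSMUSG00000052234; chromosome 11, 87864000 to 87875536) fell from 350 ± 40.2 to 20.6 ± 9.06 normalised counts (difference -3.94 ± 0.29, limma adjusted p = 2.19e-05). Prg2 (ENSMUSG00000027073; chromosome 2, 84980461 to 84983632) fell from 1831 ± 396 to 146.6 ± 40.7 (-3.62 ± 0.26, limma adjusted p = 1.66e-05), and Prg3 by 2.46 on the log2 scale. Of the 8 granule protein and ribonuclease genes, 5 were called over all genes and 5 adjusted over the list alone, all lower. Ear10 and Ear14 were near the lower limit of detection in both tissues, and Ear6 did not pass the threshold (-1.24, limma adjusted p = 0.128). The eosinophil genes Siglecf and Ccr3 were higher in small intestine, by 2.39 ± 0.20 and 7.83 ± 0.28. Ccr3 had 70.9 ± 25.7 normalised counts in bone marrow and 16351 ± 2623 in small intestine.

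Bone marrow libraries held a high level of neutrophil precursor transcripts. The 12 genes of the neutrophil list took 4.12% ± 0.35 of reads in bone marrow and 0.00609% ± 0.000795 in small intestine (exact permutation p = 0.0286, the smallest this design can give; adjusted 0.137). The ratio of Mpo to Epx reads within a bone marrow library ranged from 319 in BM_5 to 519 in BM_1. Fos/Jun family genes were higher in small intestine, led by Fosb at 8.89 ± 0.26. Reg3b and Reg3g, which encode antimicrobial lectins, rose by 8.23 ± 0.61 and 8.36 ± 0.74, with an SD of 1.38 and 1.35 between small intestine libraries.

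**Figure D3:**
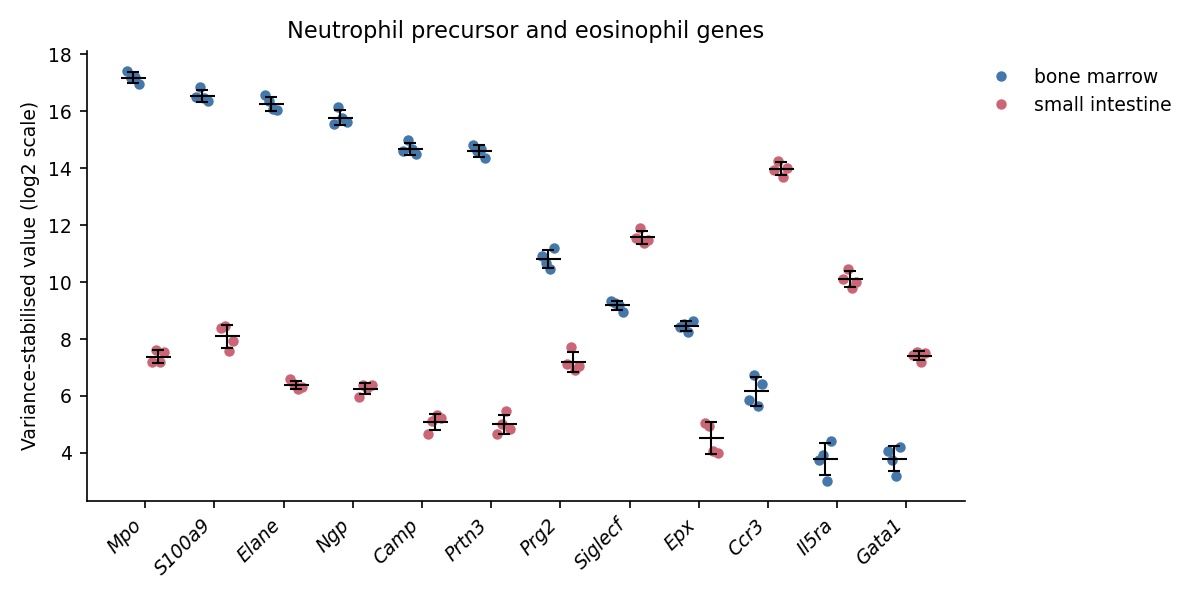
Points are libraries, horizontal marks are group means and bars are SD (n = 4 per tissue), and the y axis is the variance-stabilised value on a log2 scale. Mpo, S100a9, Elane, Ngp, Camp and Prtn3 lie above Prg2, Siglecf, Epx, Ccr3, Il5ra and Gata1 in all 4 bone marrow libraries (Il5ra and Gata1 were chosen after their values were seen).

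Of 32 gene sets, 30 passed an adjusted p of 0.05 in the preranked test. The alternative that moved this number most was camera with the correlation between genes estimated for each set, under which 2 sets passed, the neutrophil list and the tissue dissociation response. Under camera with a preset correlation of 0.01, 27 passed, and under fry 30. Lower in small intestine were cytosolic ribosomal proteins (normalised enrichment score -3.51), DNA replication (-3.38), mitosis (-3.06), oxidative phosphorylation (-2.60), proteasome subunits (-2.60), translation factors (-2.41) and eosinophil-associated ribonucleases (-1.72). All 20 mitosis genes and 37 of 40 replication genes were called lower. Higher in small intestine were chemokines (adjusted p = 9.1e-06), collagens (2.07), alpha-defensins (2.13), Fos/Jun genes (1.82), laminins (1.79), the AHR pathway (1.75), matrix metalloproteases (1.62), claudins (1.62) and chemokine receptors (1.55). Among the lists of transcripts abundant in other cell types, the scores were higher in small intestine for pancreatic acinar (2.18), Paneth (2.12), epithelial (2.06), enterocyte (2.01), goblet (adjusted p = 9.6e-10), macrophage and dendritic (1.73), smooth muscle (1.70), fibroblast (1.68), plasma (1.66) and endothelial (1.63) cells and for the dissociation response (2.19). They were lower for neutrophil precursors (-2.71), erythroid cells (-2.12) and B cells (-1.76). The mast cell and basophil list (-0.89) and the T cell list (0.85) did not pass. The epithelial, goblet, enterocyte, Paneth and plasma cell lists varied between small intestine libraries and were highest in SI_6, as were the fibroblast, mitosis, claudin, and macrophage and dendritic cell lists and, in all, 21 of the 34 lists with at least 3 genes that had a mean of 10 reads or more in a tissue. The pancreatic list was highest in SI_7.

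**Figure D4:**
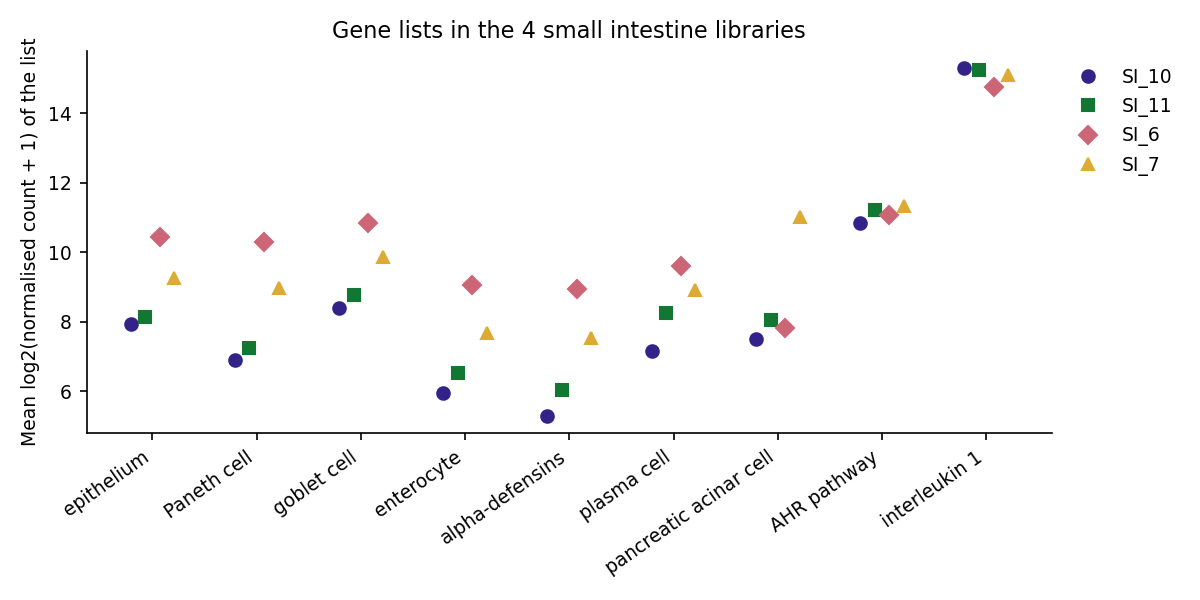
Each symbol is a small intestine library and the y axis is the mean log2(normalised count + 1) of the genes of a list with a mean of at least 10 reads in a tissue. Epithelial, Paneth, goblet, enterocyte, alpha-defensin and plasma cell lists are highest in SI_6 and the pancreatic acinar list in SI_7, while the AHR pathway and interleukin 1 lists differ by 0.49 and 0.56 between the highest and lowest library.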

Values the study reported

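The study reported that tissue accounted for 96% of the variance between samples. It reported over 13,000 differentially expressed genes between bone marrow and small intestinal eosinophils, and over 450 genes that were upregulated more than 100-fold in the small intestine.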

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

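All the tests of explanations in this part were chosen after the results were seen. Within each tissue, a library was set apart when its gap to the nearest of the other 3 took up more of the range than the tabulated 95% critical value of Dixon's test for 4 values, about 0.83. This was so for 27 of 329 groups of 4 values examined. In 10 of these the other 3 libraries held equal counts of 0 or 1 reads, which leaves only the fourth to differ, so these 10 carry no weight. Of the 316 groups without such ties 17 were set apart, where chance gives about 1 in 20, or 15.8, and BM_5 was the library set apart in 3 of them.

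The 10 were Cldn2, Cyp1a1, Defa42, Kdm5d, Mcpt1, Ndufa11b, Psmb11 and Reg3g, with reads in BM_5 alone of the bone marrow libraries, Uty, with 1 read in BM_1 (gap over range 1 for each of these), and Mcpt2, with 0 reads in BM_4 and 1 in each of the others (0.842). BM_5 was also the highest for the enterocyte list (0.878) and the lowest for mt-Rnr1 (0.987) and Psmd7 (0.871). SI_10 was the highest of the small intestine libraries for reads per kb in vomeronasal receptor genes (0.894). Vomeronasal and olfactory receptor genes are not expected in leukocytes, and BM_5 and SI_10 held 2190 and 2527 reads in the 951 olfactory genes against 104 in BM_4. Depth is argued against as the cause, since SI_10, with the most such reads, held 0.654 of the reads of the deepest library. A candidate explanation is genomic DNA carried into amplified cDNA. Vomeronasal, trace amine receptor and keratin-associated genes followed the order of the autosomal olfactory genes over the 8 libraries, with rank correlations of 0.952, 0.970 and 0.970, values whose order had been seen before the test was written. The prediction failed in part: 6 X-linked olfactory genes followed it at 0.647 with at most 8 reads in a library, and Y-linked genes, which should be near 0 in female mice, held up to 364 reads. Nearly all of those fell in the single gene Gm47283 (1220 reads over the libraries against 9 in the other 6 Y-linked genes). With so few informative reads, genomic DNA and other kinds of background cannot be told apart.

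In small intestine, SI_7 was the highest for Cela1 (0.931), Ctrb1 (0.872) and the pancreatic acinar list (0.85). Epithelial RNA is argued against as their source, since the SD of the list relative to the epithelial index was 1.1 times that of the list itself. RNA from pancreatic tissue in the SI_7 sample may be the source and was not tested further. SI_7 was also the highest for Tiparp (0.858), for which no explanation was tested.

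The other values set apart have no tested explanation. In bone marrow these were Bub1, lowest in BM_3 (0.947), and Ccr2 (0.932), Junb (0.86) and Tiparp (0.927), all lowest in BM_4. In small intestine they were Eif1ax (0.863) and Jun (0.83, barely past the critical value), highest in SI_6, Ccr2 (0.901), lowest in SI_11, and CT010467.1 (0.905) and Xist (0.887), highest in SI_11.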

How the results depend on the processing

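Settings based on a mean of at least 10 reads, on ratios of normalised counts and on length and GC content were chosen after seeing the data. No paired analysis was possible because the libraries of the tissues carry no shared number. The alternative without a filter could not differ, since no gene was constant.

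The number of differing genes lay between 10982 and 16491 over the alternatives of the same null hypothesis, and no gene called in both the main test and an alternative changed sign. Against a difference of 1 log2 unit 5076 genes passed, which follows from the stricter null. Median-centring over all genes above the filter gave 4253 higher and 10930 lower genes, 97 higher by over 100-fold and 35 lower by over 100-fold. Centring over genes with a mean of at least 10 reads instead gave 12392 calls, 59.5% of them higher, so the reversal of the split came with the genes of few reads. Over 100-fold higher were 362 genes with voom. By the ratio of mean normalised counts, with a floor of 3 reads over the libraries of a tissue, they were 355. The number was 256 with a pseudocount of 1 and 134 with a pseudocount of 5, so it depended on the treatment of low counts. Whether this explains the whole change was not tested. Leaving out a library gave 10982 to 14670 differing genes, 6701 to 9596 higher, 4281 to 5166 lower, 167 to 200 and 22 to 25 past 100-fold, and 5 to 6 granule genes.

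The first principal component held 67.9% with all genes, 86.8% with 5000 genes, 95.2% with scaled genes and 95.2% with quantile normalisation; without a library it held 95.5% to 96.8%. Camera with estimated correlations called 2 gene sets, and the other set tests 24 to 30, with no reversal among called sets. The SD between small intestine replicates was 0.46 with the filter and 0.47 to 0.62 without a library. In bone marrow it was 0.18 to 0.46, lowest without BM_5. The cause was not tested for these.

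Of 123 named genes, 105 were called and 92 of those were called with the same sign under every setting that included them. Rpl24 reversed to -0.12 with median-centring and -0.19 with quantile normalisation, and Tagln to -0.16 with median-centring, none of them past the threshold. Median-centring lowered the difference of every gene by the same amount, which moved the median difference from 0.37 to -0.52. That shift was larger than the differences of Rpl24 (0.77) and Tagln (0.73), so their reversal there follows from the setting. The cause of the reversal with quantile normalisation was not tested. Depth limits the 22177 genes with a mean under 10 reads. In the simulation 56 of 58 false calls fell there with the constant prior, against 6 of 31 with an intensity trend and 24 of 34 with voom, so their number there depended on the test as well as on depth.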

Other observations

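The tests on members of the epithelial lists not looked at before, on genes raised over 100-fold and on the background of low genes were written before their results were seen; the others in this part were chosen after. The number of genes higher by over 100-fold here was 175. That is lower than the value quoted from the study above. It was 362 with voom and 355 by the ratio of mean normalised counts. The ratio had a floor of 3 reads over the libraries of a tissue and was chosen after the data were seen. The number was 256 with a pseudocount of 1. It was lower than 175 with quantile normalisation (137), a pseudocount of 5 (134) and median-centring (97). The difference between tissues is not a matter of how the libraries fell into groups by chance: of 35 splits of the 8 libraries into 4 and 4, only 1, the real one, gave as many differing genes, and the largest other split gave 1311.

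Bone marrow libraries were rich in transcripts of neutrophil precursors. A single wrong label is argued against, since 4 of the 4 libraries had a higher share of reads in the neutrophil list than every small intestine library. RNA from neutrophil precursors among the sorted bone marrow cells may be present: 10 of the 12 genes of the list fixed beforehand were among the 206 most abundant of the protein-coding genes (the top 1%) in all 4 libraries, the exceptions being Mmp8 and Ly6g. Mpo (149860 normalised counts), S100a9 (96527) and Elane (79791) led the list. Most of these values had been seen when the test was chosen. It remains open whether eosinophil precursors transcribe these genes themselves, which bulk RNA cannot tell apart from a second cell type. The eosinophil gene Il5ra was 6.31 higher in small intestine on the log2 scale, and Ly6c2 differed by -8.67, both chosen after their values were seen. Ly6c2 had 8268 normalised counts in bone marrow, although the study sorted bone marrow cells that stained negative for Ly6C. A transcript level set beside a surface stain does not decide which cells carried it. If neutrophil precursors contributed, part of the difference in mitosis and replication genes may come from them, which was not tested. The same holds for the 5 largest falls, the ribosomal protein and translation sets and the rises of Siglecf, Ccr3 and Il5ra. By mean normalised count in bone marrow Mpo ranked 4 and Epx 5458. How far the comparison sets eosinophils against eosinophils is therefore uncertain.

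Small intestine libraries held epithelial transcripts, such as Muc2 (7324 normalised counts), Lyz1 (6526) and Krt19 (1863). RNA from epithelial cells may explain them: of 34 members of the epithelial, goblet, enterocyte and Paneth lists not looked at before, 34 had SI_6 as their highest library, against 33.4% of the 16439 other genes with a mean of at least 10 reads in small intestine, a comparison added after the result was seen. Other lists, such as fibroblast and mitosis, were highest in SI_6 too. These genes are not independent, and the same order would follow from any shared programme that varied between libraries. A difference in depth is argued against, since SI_6 held 0.981 of the reads of the deepest small intestine library. The SD of Reg3b, Reg3g and the alpha-defensins relative to the mean of the epithelial list was a median of 0.297 of their own SD, which is consistent with epithelial RNA carrying them. The Paneth list shares 5 of its genes with the alpha-defensins. Of the 3 trefoil factors, Tff3 followed the epithelial list (0.239 of its own SD), Tff1, with a mean of 7.47 normalised counts, did not (1.02), and Tff2 did not either, its SD growing 3.07 times relative to the list. The AHR pathway and interleukin 1 genes did not follow it (median 3.97 times). Of the 24 collagens and 9 laminins called higher, 30 were compared with the epithelial list, and these were mixed. Their median was 1.90 times, but 8 of 30 had a ratio under 1, lowest for Col3a1 (0.179), so their source stays open. Col3a1 belongs to the fibroblast list, yet it followed the epithelial list more closely than Reg3b (0.245) and Reg3g (0.199). Following the epithelial list therefore does not single out epithelial RNA, and no comparison with the fibroblast list was made. Epithelial RNA is thus argued against as the source of Tff2 and of the AHR pathway and interleukin 1 genes, while other cell types were not excluded here. The study had further evidence: quantitative PCR detected Ahr and its target genes in eosinophils sorted from small intestine. With Ahr deleted in eosinophils alone, Ahrr was missing from sorted intestinal eosinophils but not from macrophages. It also reported Reg3b and Reg3g higher in wild-type than in Ahr-deficient intestinal eosinophils, which was not examined here. Of the 175 genes raised over 100-fold, 34 (19.4%) followed the epithelial list, but 15 of these belong to the epithelial lists themselves. Of the 159 outside the lists 19 (11.9%) followed it, against at most 14 under any other of the 24 possible orders of the libraries, a count made after the first result was seen. Of the 175 genes, 106 varied by less than 1 log2 unit between the libraries while the epithelial list varied by 2.51. Epithelial RNA is therefore argued against as the source of most of these genes.

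Immunoglobulin transcripts were also present in small intestine, led by Igha (13597 normalised counts) and Igkc (8602). RNA from plasma cells may be the source: the ratios among Igha, Igkc and Jchain varied by 0.103 of the SD of the genes themselves.

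Calls among genes with few reads went mostly 1 way, 2862 higher and 307 lower in small intestine. Whether a higher background of reads in small intestine libraries contributes stays open. Of the olfactory genes 54 were called higher in small intestine and 1 lower, of the vomeronasal genes 8 and 1, and of the keratin-associated genes 4 and 0. No density per library, in reads not divided by the size factors, differed detectably between the tissues. The calls rest on scaled values, with size factors of 1.045 to 1.533 in bone marrow and 0.721 to 0.916 in small intestine. Unscaled densities favour bone marrow, so these tests cannot exclude a higher scaled background in small intestine. Olfactory genes held a mean of 0.247 reads per kb in bone marrow and 0.419 in small intestine (2-sided exact permutation test, n = 4 each, p = 0.457, and 0.457 adjusted over 4 silent families), vomeronasal genes 0.120 and 0.317 (exact permutation p = 0.114, adjusted 0.419), trace amine receptor genes 0.534 and 1.26 (exact permutation p = 0.314, adjusted 0.419) and keratin-associated genes 0.596 and 1.39 (exact permutation p = 0.229, adjusted 0.419). BM_5, at 0.709 in olfactory genes, was above 3 of the 4 small intestine libraries. The reads of the higher genes were a median of 7.19 times those expected from the density in olfactory genes, and 5.87% of these genes were under 2 times that density. Over all 22177 genes with a mean under 10 reads, called or not, the median was 3.67 times. Background at the olfactory density therefore would not make up most of the reads of the higher genes. A denser background is not excluded, because the silent families themselves differ in density.

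Ribosomal protein genes were lower in small intestine. Gene length and GC content are argued against as the whole cause, since the set kept an adjusted p of 9.3e-14 once a smooth trend on both was removed. Genes of the tissue dissociation response had a median difference of 5.76. A response to the enzymatic digestion of the intestine may contribute, and since only intestine was digested, it cannot be told apart from a difference of tissue. The list shares Fos, Fosb, Jun, Junb and Jund with the Fos/Jun family, so the same holds for those.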
